# Wnt signalling modulates transcribed-ultraconserved regions in hepatobiliary cancers

**DOI:** 10.1136/gutjnl-2016-312278

**Published:** 2016-09-12

**Authors:** Pietro Carotenuto, Matteo Fassan, Rosantony Pandolfo, Andrea Lampis, Caterina Vicentini, Luciano Cascione, Viola Paulus-Hock, Luke Boulter, Rachel Guest, Luca Quagliata, Jens Claus Hahne, Rachel Ridgway, Tam Jamieson, Dimitris Athineos, Angelo Veronese, Rosa Visone, Claudio Murgia, Giulia Ferrari, Vincenza Guzzardo, Thomas Ronald Jeffry Evans, Martin MacLeod, Gui Ji Feng, Trevor Dale, Massimo Negrini, Stuart J Forbes, Luigi Terracciano, Aldo Scarpa, Tushar Patel, Nicola Valeri, Paul Workman, Owen Sansom, Chiara Braconi

**Keywords:** HEPATOCELLULAR CARCINOMA, CHOLANGIOCARCINOMA, BILARY DUCT CARCINOMA, RNA EXPRESSION

## Abstract

**Objective:**

Transcribed-ultraconserved regions (T-UCR) are long non-coding RNAs which are conserved across species and are involved in carcinogenesis. We studied T-UCRs downstream of the Wnt/β-catenin pathway in liver cancer.

**Design:**

Hypomorphic Apc mice (*Apcfl/fl*) and thiocetamide (TAA)-treated rats developed Wnt/β-catenin dependent hepatocarcinoma (HCC) and cholangiocarcinoma (CCA), respectively. T-UCR expression was assessed by microarray, real-time PCR and in situ hybridisation.

**Results:**

Overexpression of the T-UCR uc.158− could differentiate Wnt/β-catenin dependent HCC from normal liver and from β-catenin negative diethylnitrosamine (DEN)-induced HCC. uc.158− was overexpressed in human HepG2 versus Huh7 cells in line with activation of the Wnt pathway. In vitro modulation of β-catenin altered uc.158− expression in human malignant hepatocytes. uc.158− expression was increased in *CTNNB1*-mutated human HCCs compared with non-mutated human HCCs, and in human HCC with nuclear localisation of β-catenin. uc.158− was increased in TAA rat CCA and reduced after treatment with Wnt/β-catenin inhibitors. uc.158− expression was negative in human normal liver and biliary epithelia, while it was increased in human CCA in two different cohorts. Locked nucleic acid-mediated inhibition of uc.158− reduced anchorage cell growth, 3D-spheroid formation and spheroid-based cell migration, and increased apoptosis in HepG2 and SW1 cells. miR-193b was predicted to have binding sites within the uc.158− sequence. Modulation of uc.158− changed miR-193b expression in human malignant hepatocytes. Co-transfection of uc.158− inhibitor and anti-miR-193b rescued the effect of uc.158− inhibition on cell viability.

**Conclusions:**

We showed that uc.158− is activated by the Wnt pathway in liver cancers and drives their growth. Thus, it may represent a promising target for the development of novel therapeutics.

**Summary box**

**What is already known on this subject?**

- The Wnt/β-catenin pathway is frequently activated in liver cancer. The understanding of the molecular mechanisms of Wnt deregulation is necessary to develop more specific and effective therapeutics.
- Transcribed-ultraconserved regions (T-UCRs) are long non-coding RNAs that harbour ultraconserved elements and are altered in human carcinomas.

**What are the new findings?**

- We demonstrate that T-UCRs are downstream mediators of the Wnt/β-catenin pathway in three different species, and we provide evidence of their role as competing endogeneous long non-coding RNAs.
- We have identified a mediator that is downstream of the Wnt/β-catenin pathway and specific for cancer development, improving the development of effective and selective novel therapeutics.

**How might it impact on clinical practice in the foreseeable future?**

- We have studied several cohorts of human liver cancers and observed that deregulation of uc.158− is shared between hepatocarcinoma and cholangiocarcinoma, providing interesting insights into the molecular biology of these diseases and the implication for clinical trial design.

## Background

Hepatocellular carcinoma (HCC) is the sixth most common malignancy in the world.^1^ Despite the progress of recent decades, the outcome of patients with advanced HCC remains poor, and mortality for liver cancer has increased worldwide.^1^ Sorafenib is the only drug which is effective in advanced HCC with an improvement of about 3 months in median overall survival.^2^ Novel therapies are urgently needed, but their development is challenged by the limited understanding of the molecular mechanisms underlying HCC progression and the subsequent lack of identified targets that drive liver transformation.

The Wnt pathway is frequently activated in HCC.^3^ ^4^ Various attempts have been made to develop therapeutics targeting the Wnt pathway components, and some of these are now under clinical evaluation.^5^ However, the challenges faced in the development of Wnt inhibitors, such as specificity and toxicity, demand a better understanding of the molecular mechanisms involved in Wnt deregulation, in order to inform the design of more specific and more effective compounds. The canonical Wnt pathway (or Wnt/β-catenin pathway) leads to an accumulation of β-catenin in the cytoplasm that can be translocated into the nucleus and activate transcription factors.^3^ A recent analysis of human HCC has shown that the Wnt pathway is activated in 49% of HCC and that almost half of these had features consistent with the activation of the Wnt/β-catenin pathway.^6^ These data are in line with an integrated analysis of somatic mutations which revealed activating mutations of β-catenin (*CTNNB1*) in 33% of human HCC. In addition, mutations of *CTNNB1* are mutually exclusive with mutations in *AXIN1*.^7^

Non-coding RNAs (ncRNA) are implicated in liver carcinogenesis.^8–10^ We and others have provided data to support the involvement of small ncRNAs, such as microRNAs, in the modulation of liver cell proliferation and apoptosis.^10–13^ Despite several studies linking ncRNA and the Wnt pathway, most of them focused on the modulation of Wnt signalling proteins by microRNAs, little is known about the effect of this pathway on ncRNA.^14–17^ Increasing evidence points to an important regulatory role of long ncRNAs in cellular processes and disease phenotypes. Sequence conservation across species has been postulated to indicate that a given ncRNA may have a cellular function. A genome-wide survey identified 481 genomic sequences with a size >200 bp that showed a remarkable conservation with 100% identity across human, mouse and rat genomes.^18^ These ultraconserved regions (UCR) were shown to be transcribed as ultraconserved ncRNAs (T-UCR). They exhibit distinct profiles in various human cancers and modulate cellular proliferation and apoptosis.^19–25^ We have previously shown that T-UCRs are aberrantly expressed in HCC and have a role in the malignant growth of human and murine hepatocytes.^25^ In this study, we aim to investigate the effect of Wnt/β-catenin signalling on T-UCRs in order to find downstream effectors of this pathway that can be targeted for the development of novel and more specific therapeutics.

## Methods

### Animal models

All animals were handled in strict accordance with good animal practice as defined by the relevant national and/or local animal welfare bodies, and all animal works were approved by the appropriate committees. Experiments were carried out in compliance with UK Home Office Animal (Scientific Procedures) Act 1986 and the EU Directive 2010. Hypomorphic mutant (*Apc*580s/580s) *Apcfl/fl* mice were used and compared with *Apc+/+* mice. Model generation and demonstration of the activation of Wnt/β-catenin pathway in this HCC model have already been reported.^26^ We extracted RNA from the liver of *Apcfl/fl* (tumour with activation of Wnt/β-catenin) and *Apc*+/+ (normal liver). *TAA rat tumour model* was used as a model of rat cholangiocarcinoma (CCA). Generation of this model and activation of Wnt pathway in this tumour model have already been reported.^27^ ICG-001 (5 mg/kg) (Tocris, Bristol, UK) or C-59 (20 mg/kg) (Cellagen Technologies, San Diego, California, USA) was given by intraperitoneal injection. The vehicle for this was physiological saline (Sigma-Aldrich, Sigma, St Louis, Missouri, USA). Control animals were given vehicle alone. In all cases, inhibitors and vehicle were given three times per week.^27^ We extracted RNA from the liver of TAA rat (tumour) or saline control (normal liver), as well as from TAA rats treated with ICG-001, C59 or saline control. *Axin1fl/fl/Cre* mouse model was used to investigate the effect of *Axin1* disruption in the hepatocytes. This model was generated by crossing mice homozygous for the *Axin1fl/fl* allele with *AhCre* mice, as previously reported.^28^ We extracted RNA from the liver of *Axin1fl/fl/Cre* and *Axin1+/+/Cre* mice. *Diethylnitrosamine-induced HCC*: C57BL/6, 14 days old male mice were intraperitoneally injected with diethylnitrosamine (DEN) (40 μL of a solution containing 10 mg/mL DEN in PBS:80 mg/kg). Mice were sacrificed at 36 weeks after DEN injection; liver was assessed for macroscopic tumour number and size, and normal liver and tumour samples were placed into RNA later, snap-frozen in liquid nitrogen or fixed in neutral buffered formalin overnight at 4°C for the assessment of β-catenin.

### Rapid Apc inactivation in *Apcfl/fl* mice

To investigate the phenotype of conditional deletion of Apc, *AhCre+Apcfl/fl* and *AhCre+Apc+/+* progeny were used as previously described.^29^ Mice were given daily intraperitoneal injections of β-napthoflavone (80 mg/kg) as previously reported.^30^ After 4 days, mice were killed and liver removed, weighed and placed into RNA later (Sigma, St Louis, Missouri, USA) or fixed in formalin. For BrdU labelling, mice were injected with 0.25 mL of BrdU (GE Healthcare, Amersham, UK), 2 hours prior to sampling, and staining was performed using an anti-BrdU antibody conjugate (#347580, BD Biosciences, San Jose, California, USA; 1:150). Staining for mouse β-catenin was performed on sections from tissue samples fixed at 4°C for <24 hours in 10% formalin prior to processing using the antibody (#610154, BD Biosciences; 1:50).

### T-UCR expression profiling in mice

RNA from the liver of *Apcfl/fl* (n:3), *Apc+/+* (n:3) and DEN-treated mice (n:3) were used. mRNA was purified from total RNA after removal of rRNA (mRNA-ONLY Eukaryotic mRNA Isolation Kit, Epicentre, Madison, Wisconsin, USA). Then, each sample was amplified and transcribed into fluorescent cRNA along the entire length of the transcripts without 3′ bias, using a random priming method. The labelled cRNAs were hybridised onto the mouse LncRNA Array V.2.0 (Arraystar, Rockville, Maryland, USA), which also included probes for protein-coding RNAs. The arrays were scanned by the Agilent Scanner G2505C (Agilent Technologies, Santa Clara, California, USA). Agilent Feature Extraction software (V.11.0.1.1) was used to analyse the acquired array images. Quantile normalisation and subsequent data processing were performed using the GeneSpring GX V.11.5.1 software package (Agilent Technologies). After quantile normalisation of the raw data, differentially expressed LncRNAs with statistical significance between groups (*Apcfl/fl* vs *Apc+/+*; *Apcfl/fl* vs DEN-HCC) were identified through volcano plot filtering, with a threshold fold change ≥2.0 and p≤0.05.

### Human tissues

The human CCA tissues were collected under approval of the Ethical Committee for Clinical Research of Padua and the University of Edinburgh ethics committee. Healthy liver was provided by the NHS Scotland Research (NRS) BioResource, NHS Lothian. All tissues were collected with informed consent. HCC tissues were provided by the University Hospital Basel and University of Ferrara after appropriate ethical approval. For the CCA tissue microarray (TMA), a retrospective series (1990–2011) of 102 surgically resected primary biliary cancers, including 85 CCA and 17 gall bladder carcinoma specimens, were retrieved from the formalin-fixed paraffin-embedded (FFPE) archives of the Department of Pathology and Diagnostics and the ARC-NET biobank of the University and Hospital Trust of Verona after appropriate ethical approval. CCAs were classified according to WHO 2010 as intrahepatic cholangiocarcinoma (ICC, n=54) and extrahepatic cholangiocarcinoma (ECC; n=31). Five 1 mm core TMAs were assembled. Additional 14 non-neoplastic controls were included in the TMAs. Three tissue cores per case were analysed.

### Statistical analysis

Statistical analyses were performed by GraphPad Prism 6 (La Jolla, California, USA). Results are expressed as mean±SD, unless indicated otherwise. Groups that were normally distributed were compared with either a two-tailed Student's t-test (for analysis of two groups) or using one-way analysis of variance to compare multiple groups. Non-parametric data were analysed using a Wilcoxon-Mann-Whitney U test when comparing two groups. Significance was accepted when p<0.05. *p:0.05–0.01; **p:0.009–0.001; ***p<0.001.

Additional methods can be found in the online supplementary information, along with the primer sequences (see online supplementary table S1).

10.1136/gutjnl-2016-312278.supp1 supplementary data

## Results

### T-UCR profiling in HCC mouse models

Hypomorphic Apc mice (*Apcfl/fl*) were previously shown to develop HCC with activation of the Wnt/β-catenin pathway (nuclear localisation of β-catenin and activation of Wnt-related genes).^26^ To assess T-UCRs downstream of the Wnt pathway, we profiled ncRNA expression by microarray in the liver of *Apcfl/fl* and control *Apc+/+* mice. Twenty-two T-UCRs were aberrantly expressed (figure 1A, see online supplementary table S2), with four upregulated and eighteen downregulated, greater than twofold, in tumour tissues from *APCfl/fl* compared with normal liver from *Apc+/+*. To verify if these T-UCRs were specifically altered by Wnt/β-catenin or just affected by the malignant transformation, we profiled T-UCR expression in the livers of mice treated with DEN, which developed a median of 17 (range: 13–36) tumours per liver with no nuclear activation of β-catenin (see online supplementary figure S1). Interestingly, we found that four T-UCRs could further differentiate *Apcfl/fl*-HCC from DEN-induced HCC (figure 1A, see online supplementary table S3). Expression of uc.158−, uc.455+, uc.196+ and uc.82− was assessed by real-time PCR in the liver tissues of a second series of *Apcfl/fl* and control *Apc+/+* mice (figure 1B). uc.158− and uc.455+ were confirmed to be significantly upregulated and downregulated, respectively, in Wnt-dependent HCC. uc.158− is an intergenic 224 nt long UCR located on chromosome 13 in the mouse and on chromosome 5 in the human genome. uc.455+ is a 245 nt long UCR located on chromosome 2 in the mouse and on chromosome 20 in the human genome, where it overlaps in antisense the RNA-binding protein motif 39 (*RBPM39*) gene. Given the fact that uc.158− does not overlap protein-coding genes, and that intergenic lncRNAs have been shown to be more stable,^31^ we focused on uc.158− for further studies.

**Figure 1:**
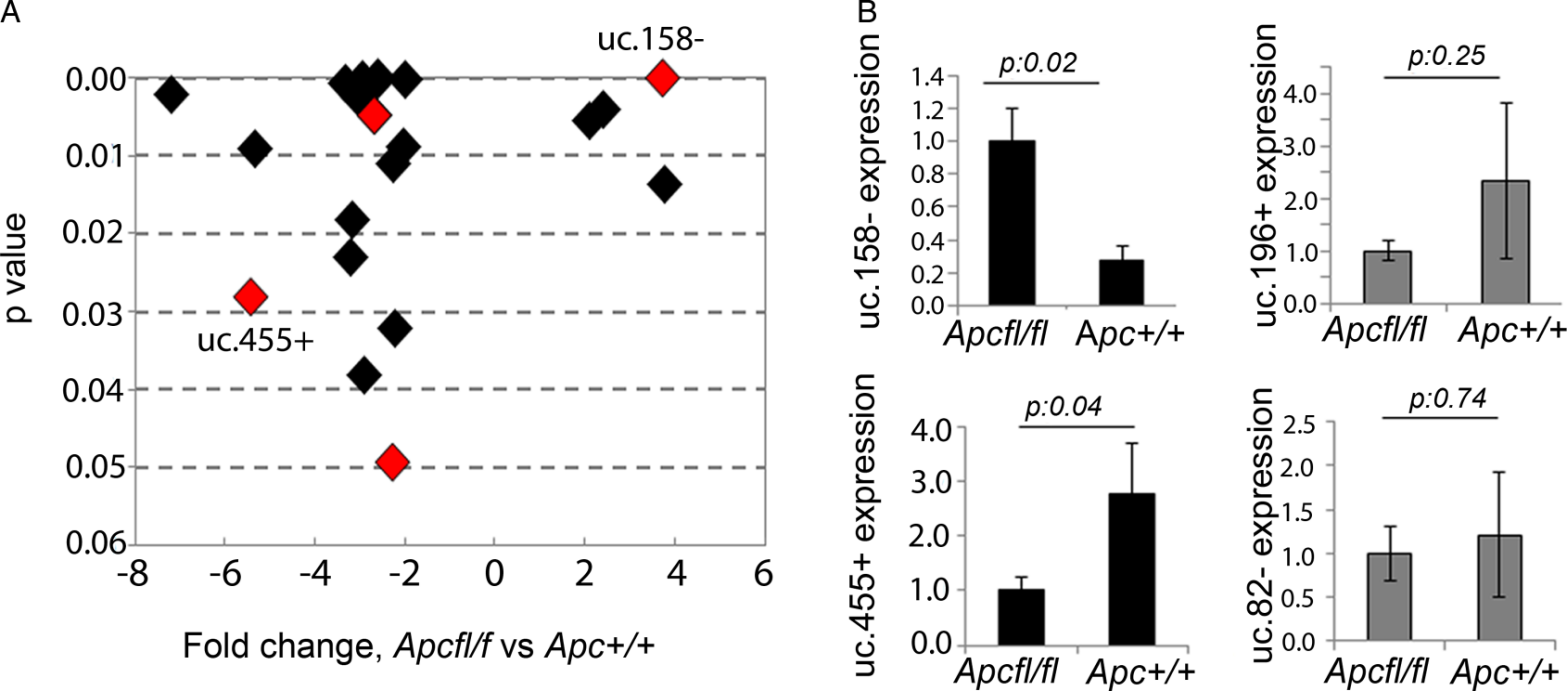
Transcribed-ultraconserved regions (T-UCR) profiling in an *Apc* hypomorphic hepatocarcinoma (HCC) mouse model. (A) T-UCRs aberrantly expressed in *Apcfl/fl* (n:3) versus control *Apc+/+* (n:3) mice livers. Fold change has been plotted against p values, with lowest p values being on the top of the y-axis. T-UCRs highlighted in red are those that were common across the two profiling comparing *Apcfl/fl* versus *Apc+/+* and comparing *Apcfl/fl* versus diethylnitrosamine (DEN)-induced HCC (n:3). (B) Validation of T-UCR expression by real-time PCR. Bars represent mean±SD of four samples.

### Uc.158− expression is downstream of Wnt signalling in human liver cancer cells

To understand the human relevance of previous findings, we assessed the expression of uc.158− in human malignant hepatocytes. HepG2 cells are known to harbour mutations in exon 3 of the β-catenin gene (*CTNNB1*), while Huh-7 cells are known to be wild type (WT) for *CTNNB1* and other genes of the Wnt pathway.^6^ The Wnt pathway is activated in HepG2 cell lines, but not in Huh-7, in line with the mutational status of these cells (see online supplementary table S4 and figure S2A, B). Global lncRNA expression analysis revealed that uc.158− is increased in malignant hepatocytes in comparison with normal human hepatocytes and that overexpression is greater in HepG2 than in Huh-7 (see online supplementary figure S2C). We then extended our studies to a panel of malignant hepatocytes. Immunofluorescence showed that β-catenin localises in the nuclei of HepG2 cells and Hep-3B, although to a lesser extent (figure 2A), as previously described.^32^ Interestingly, the expression of uc.158− reflects this finding, with the highest expression being in HepG2 (figure 2B). PLC/PRF-5 cells had a very low expression of uc.158− and did not show localisation of β-catenin despite their mutation in *AXIN1* 33 (figure 2A, B). To further study this finding, we analysed the expression of uc.158− in the liver of mice genetically engineered to harbour deletion of *Axin1*. These animals (*Axin1fl/fl/Cre*) were shown to develop microscopic foci of HCC in the absence of nuclear localisation of β-catenin.^28^ In line with previous findings, we did not detect any change in the expression of uc.158− in the liver of *Axin1fl/fl/Cre* in comparison with WT mice (figure 2C).

**Figure 2:**
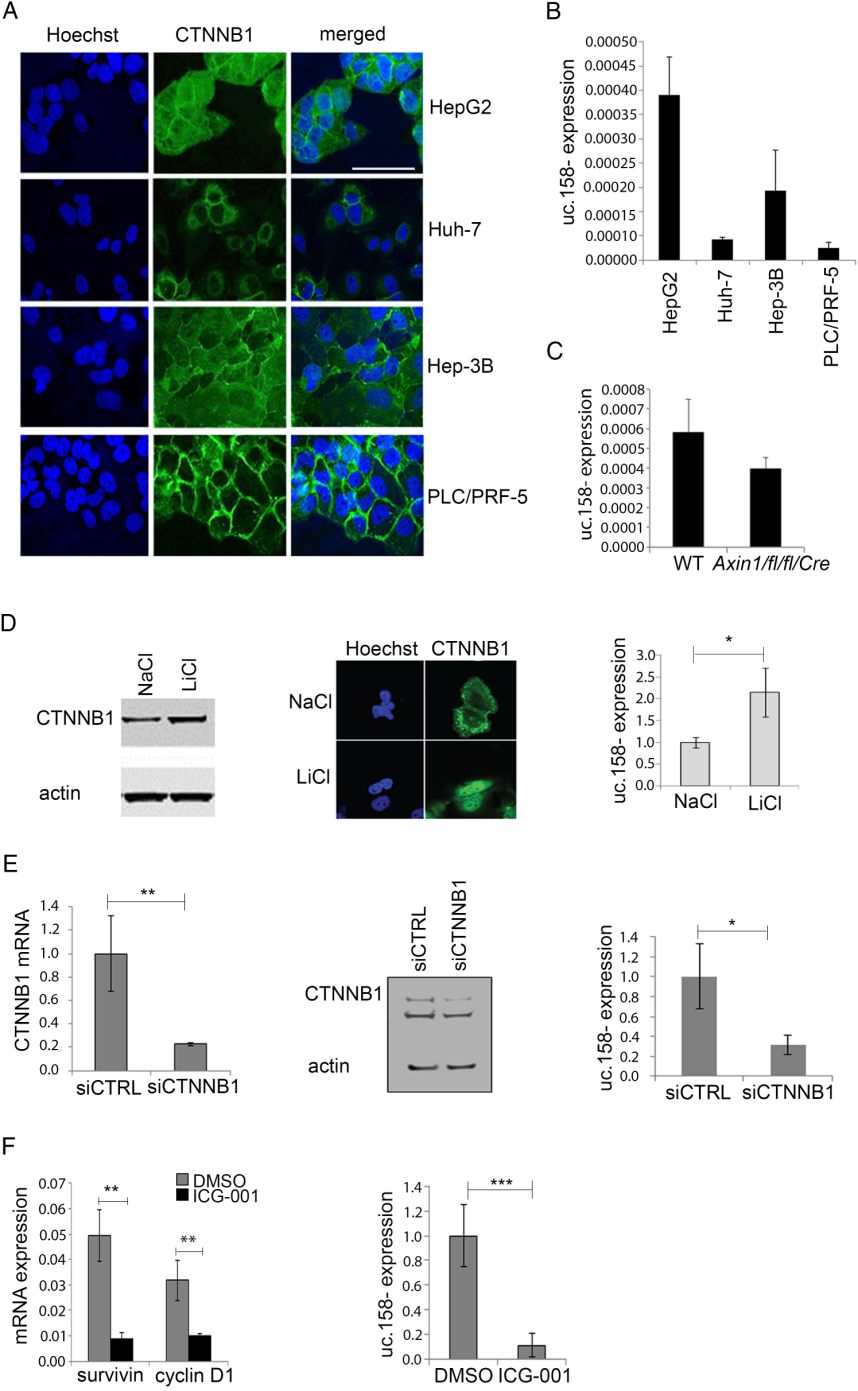
uc.158− expression is dependent on Wnt/β-catenin pathway in human malignant hepatocytes. (A) Immunofluorescence was performed for β-catenin (CTNNB1) and Hoechst in a panel of malignant hepatocytes. Scale bar: 50 μm (B) Expression of uc.158− was assessed in the same panel of malignant hepatocytes by real-time PCR. Bars represent mean±SD of three independent samples. (C) uc.158− expression was assessed by real-time PCR in the liver of wild-type (WT) and *Axin1fl/fl/Cre* mice. Bars represent mean±SD of six samples. p>0.05. (D) Huh-7 cells were treated with 25 mM LiCl or diluent control for 24 hours and cells collected to assess induction of β-catenin protein expression by western blotting, induction of nuclear localisation by immunofluorescence and expression of uc.158− by real-time PCR. Bars represent mean±SD of three experiments. (E) HepG2 cells were transfected with siRNA against *CTNNB1* (siCTNNB1) or siRNA CTRL (50 nM) for 48 hours, and cells collected to assess reduction in expression of CTNNB1 mRNA, protein expression and expression of uc.158− by real-time PCR. Bars represent mean±SD of three experiments. (F) HepG2 cells were treated with 50 μM ICG-001 for 24 hours, and cells collected to assess downregulation of drug-target mRNAs and expression of uc.158− by real-time PCR. Bars represent mean±SD of three experiments.

To further validate the dependency of uc.158− on the Wnt/β-catenin pathway, we assessed its expression after modulation of β-catenin in vitro. Treatment of Huh-7 cells with LiCl induced activation of β-catenin and an increase in the expression of uc.158− (figure 2D). Inhibition of β-catenin by siRNA or by the Wnt/β-catenin inhibitor ICG-001 induced a decrease in the expression of uc.158− in HepG2 cells (figure 2E, F).

### Uc.158− expression in human HCC tissues

We have previously shown that T-UCRs are transcribed as independent transcripts which are longer than the UCRs described by Bejerano.^25^ To characterise the 5′-end of the transcript including uc.158−, we performed a rapid amplification of cDNA ends (RACE). We have shown that uc.158− is transcribed in antisense and that the 5-end is characterised by additional 306 nucleotides upstream of the known uc.158− (see online supplementary figure S3). To confirm the transcript is transcribed in antisense, we performed in situ hybridisation in FFPE human liver tissues. We used three different probes: S1 which recognised the sense uc.158+ and AS1 and AS3 which both could detect the antisense uc.158−. In line with our RACE experiments, S1 did not show any signal, confirming that uc.158− is transcribed in antisense (see online supplementary figure S3). We next analysed a series of human FFPE liver tissues. Cirrhotic tissues were negative for uc.158− expression, while HCC tissues were positive. However, it is of note that HCC with negative or membranous expression of β-catenin by immunohistochemistry (IHC) had a weak/moderate cytoplasmic expression, while liver tumours with nuclear β-catenin showed the most intense signal (figure 3A, see online supplementary table S5). Next, we studied a second cohort of human frozen HCCs where *CTNNB1*, *APC* and *AXIN1* genes were analysed by sequencing (as previously described^34^). The median expression of uc.158− was significantly higher in the mutated group (which included six *CTNNB1*-mutated and one *APC*-mutated HCC) than in WT controls (figure 3B). However, isolated WT HCCs showed an increased expression of uc.158−, suggesting that in rare cases the source of uc.158− may be alternative to the mutations studied. Indeed, hepatitis liver tissues showed negative non-neoplastic hepatocytes and positive lymphocytes (see online supplementary figure S4A), suggesting that the stroma may represent a source of uc.158−. To understand if uc.158− is specific to malignant cells or can be expressed also in non-tumour hepatocytes, we looked at uc.158− expression in the liver of a mouse model with conditional *Apc* deletion (*AhCre+Apcfl/fl*), which presents an increase in liver weight and proliferation, but not tumours. Indeed, we noticed that uc.158− expression was not changed following activation of the Wnt/β-catenin pathway in absence of cancer (figure 4).

**Figure 3:**
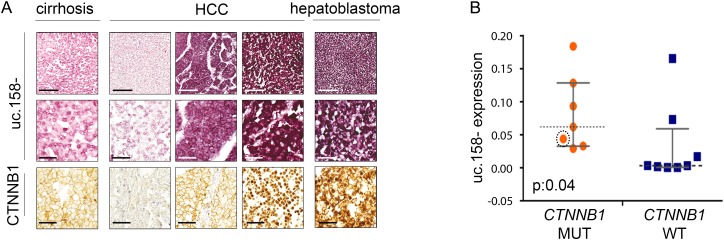
uc.158− expression in human hepatocarcinoma (HCC) tissues. (A) Formalin-fixed paraffin-embedded human liver tissues have been analysed for the expression of uc.158− by RNA in situ hybridisation and for CTNNB1 protein expression by immunohistochemistry. Scale bars: 200 μM for the top and bottom line, 50 μM for the second line. (B) DNA and RNA were extracted from 15 frozen HCC tissues and used for uc.158− expression by real-time PCR and sequencing analysis for *APC, AXIN1* and exon 3 of *CTNNB1*. The circled orange dot represents a case with mutation of *APC*. Bars represent median with IQR. Mann-Whitney test, exact two-tailed p value: 0.04.

**Figure 4:**
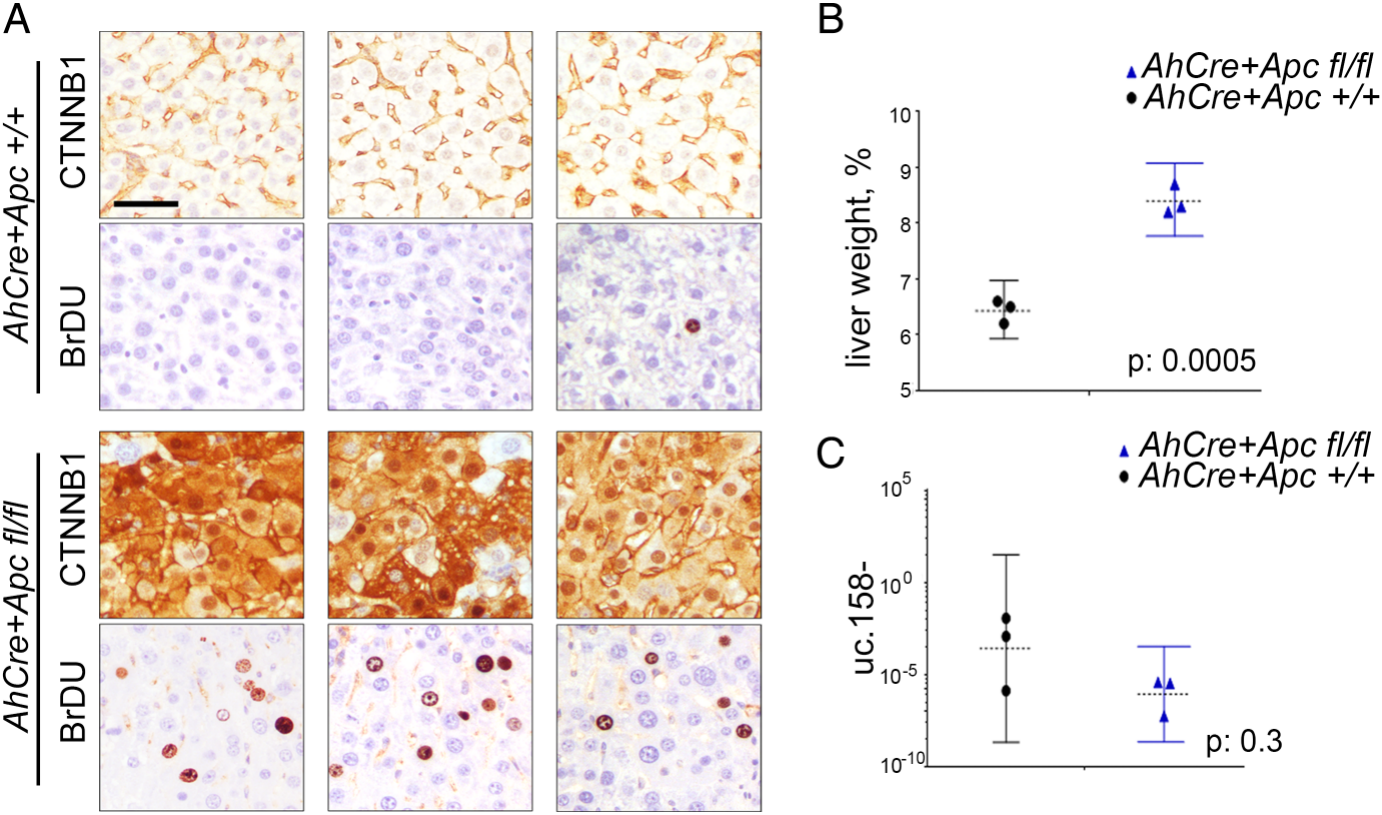
*Apc* deletion does not induce uc.158− in the absence of tumour. Conditional *Apc* deletion induced by β-napthoflavone injection in *AhCre+Apc+/+* and *AhCre+Apcfl/fl* mice on day 1. Mice (n=3 for each group) were euthanised on day 4, and liver weighed and processed for downstream analyses. (A) IHC analysis for CTNNB1 and BrDU. Scale bar: 10 μM (B) Liver weight is expressed as percentage of the whole body weight (median and range). (C) Expression of uc.158− (median and range).

### Uc.158− in CCA

Recent evidence has shown that CCA, another form of primary liver cancer, is dependent on the Wnt pathway despite the lack of *CTNNB1* mutations in malignant cholangiocytes.^27^ ^35–37^ In order to understand if our findings were disease-specific or could be extended also to CCA, we looked at uc.158− expression in an initial cohort of British human intrahepatic CCAs (ICC) and found that uc.158− was significantly overexpressed in tumour tissues compared with healthy livers (figure 5A). Interestingly, uc.158− was increased in CCA compared with normal tissues in all four cases for which matched adjacent tissues were available (figure 5B). These data were confirmed in another series of Italian CCA by in situ hybridisation. We studied the expression of uc.158− using a TMA including 54 ICC, 31 extrahepatic CCA (ECC) and 17 gall bladder cancers (GBC), along with additional 8 normal biliary ducts and liver parenchyma and 6 liver tissues adjacent to CCA (see online supplementary table S6). Normal biliary epithelia and liver parenchyma were always uc.158− negative. High uc.158− expression (++/+++) was detected in 74% of ICC, 58% of ECC and 24% of GBC (figure 5C, see online supplementary table S6). Adequate paired tumoural and adjacent non-tumoural tissues for analysis were available from six cases, and in all of them uc.158− was overexpressed. Interestingly, the perilesional adjacent liver was rarely negative, and most of them showed weak/moderate positivity, suggesting that uc.158− may be involved in the carcinogenic process (see online supplementary figure S5). Stromal cells were strongly positive (see online supplementary figure S4B), in accordance with data by Boulter *et al* 27 showing that the stroma is one of the sources of Wnt in CCA. To further investigate these findings, we studied a rat model of thiocetamide (TAA)-induced CCA, which appropriately models ICC on a background of inflammation and activation of β-catenin, as previously shown.^27^ uc.158− expression was increased in tumour tissues compared with control livers, confirming that uc.158− deregulation is conserved across species along with the sequence (figure 5D). To further prove the dependency on the Wnt pathway, we analysed the expression of uc.158− after treatment with two different Wnt inhibitors. ICG-001 reduced expression of uc.158− by 52%, while C-59 decreased uc.158− expression to almost undetectable levels in rat CCA (figure 5E).

**Figure 5:**
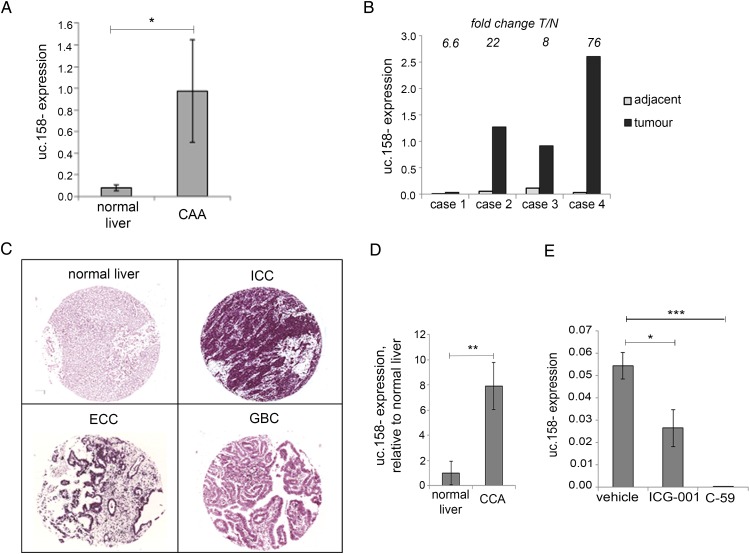
uc.158− expression in cholangiocarcinoma. (A) RNA was extracted from frozen intrahepatic cholangiocarcinoma (CCA) (n: 5) and normal liver (n:8) tissues and assessed for uc.158− expression by real-time PCR. Bars represent mean±SE. (B) In four cases, CCA and matched adjacent tissues from the same patients were available. Bars represent uc.158− expression in tumour tissue relative to the expression in the adjacent normal tissue. Fold change tumour/normal (T/N) is reported for each case on the top of the bars. (C) A tissue microarray of formalin-fixed paraffin-embedded human tissues including 54 intrahepatic cholangiocarcinoma (ICC), 31 extrahepatic cholangiocarcinoma (ECC), 17 gallbladder cancers (GBC) and 8 normal liver tissues was assessed for expression of uc.158− by RNA in situ hybridisation (ISH) with AS3 probe. Pictures of representative cases are shown. (D) RNA was extracted from the liver of thiocetamide (TAA)-treated (with CCA) or vehicle-treated (normal) rats for 26 weeks and analysed for uc.158− expression by real-time PCR. Bars represent mean±SD of three samples. (E) Rats with TAA-induced CCA were treated with the CTNNB1-CTBP inhibitor ICG-001 (5 mg/kg) or PORCN inhibitor C-59 (20 mg/kg) or saline vehicle by intraperitoneal injection three times per week, from week 21 to 26. At 26 weeks, rats were sacrificed, and uc.158− expression assessed by real-time PCR. Bars represent mean±SD of four samples.

### Biological relevance of uc.158−

To gain insights into the biological relevance of uc.158−, we studied phenotypical changes induced by inhibition of uc.158− in HepG2 cells. We tested four different locked nucleic acid probes (GAPMER, GAP1-4) specifically designed to interact with the conserved sequence of uc.158−. GAP1 and GAP3 provided the best inhibition (see online supplementary figure S6) and therefore were selected for further experiments. Cell growth was reduced by 60% and 70% at 72 hours in HepG2 cells transfected with GAP1 and GAP3, respectively, compared with the control (CTRL) probe (figure 6A). To better understand the mechanism through which cell viability is affected, we ran a cell cycle analysis after transfection, and noticed that there were no changes in the progression through the cell cycle phases, but for an increased accumulation of cells in the sub-GO/1 phase (potentially apoptotic) in cells transfected with GAP1 and GAP3 (figure 6B). Indeed, we observed an increase in the activated caspase 3/7 by luminescence (figure 6C) with no increase in necrosis (see online supplementary figure S7). Increase in the expression of caspases and cleaved poly ADP ribose polymerase (PARP) was also noted after uc.158− silencing (figure 6D, see online supplementary figure S8).

**Figure 6:**
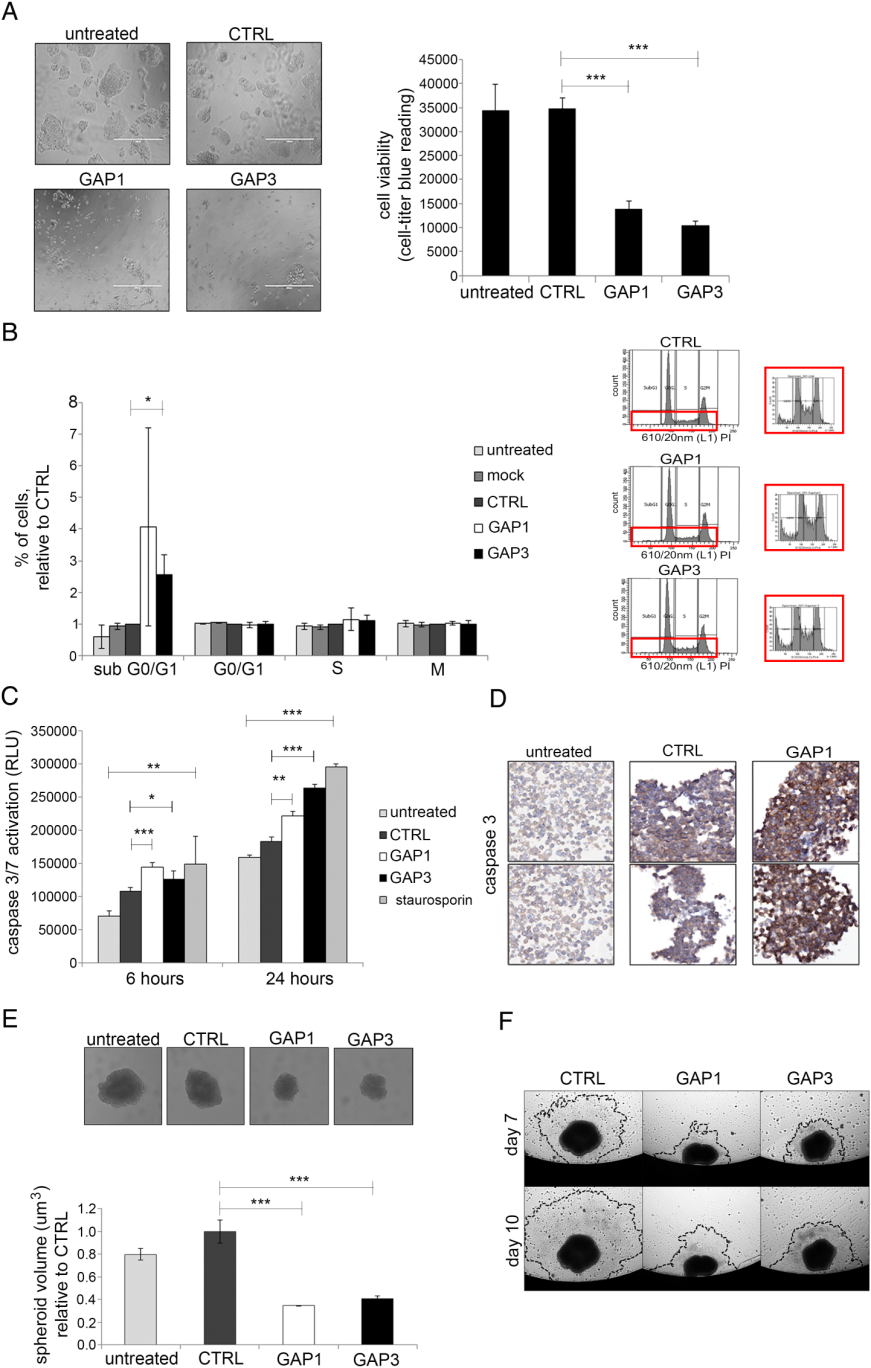
uc.158− inhibition reduces cancer cell growth. (A) HepG2 cells were reverse-transfected with GAPMER probes anti-uc.158− GAP1 and GAP3 or control-scrambled probe (CTRL) in 96 well plates, and cell viability assessed by CellTiter-Blue after 72 hours. Non-transfected (untreated) cells were added as control for transfection toxicity. Representative pictures and quantification of seven replicates with mean±SD are represented. Scale bar: 400 μM. (B) HepG2 cells were transfected, and analysis of cell-cycle distribution was performed by flow cytometry. Quantification of three experiments (mean±SD) is shown on the left. The representative picture on the right shows peaks for cells transfected with CTRL, GAP1 and GAP3 probes. In the red square, representative zoom of the sub-G0/G1 peak. (C) HepG2 cells were reverse-transfected in 96 well plates, and activation of caspase 3/7 was assessed by luminescence assay. Staurosporine was added as positive control. Bars represent mean±SD of three replicates. Asterisks indicate p value by t-test analysis. Analysis of variance comparison was performed comparing all the groups, or only the three experimental groups (CTRL, GAP1, GAP3), with the following results: p:0.0004 and p:0.0012, respectively, at 6 hours; p<0.0001 for both comparisons at 24 hours. (D) HepG2 cells were transfected with GAPMER probe anti-uc.158− GAP1 or CTRL-scrambled probe and then fixed in formalin and embedded in paraffin. Immunohistochemistry was then performed for caspase 3. Representative pictures of two independent experiments are shown. (E) HepG2 cells were reverse-transfected with anti-uc.158− GAP1 and GAP3 or control probe in 100 mm dishes and then plated in ultra low attachment (ULA) 96-well plates to form spheroids. Imaging and quantitation were performed after 7 days with Celigo. Bars represent mean±SD of six replicates. (F) Once the spheroids were formed, they were moved to flat-bottom, gelatin-coated 96-well plates, and migration was assessed at different time points through Celigo.

Anchorage-independent growth was assessed by tumour 3D spheroid assay. The volume of 3D spheroid generated from HepG2 cells transfected with GAP 1 and GAP3 was reduced to 34% and 40%, respectively, in comparison with spheroids generated from cells transfected with GAP CTRL (figure 6E). In addition, uc.158− silencing reduced tumour spheroid-based migration in HepG2 cells (figure 6F). These data were also confirmed in CCA SW1 cells whose cell viability was dependent on the Wnt pathway (see online supplementary figure S9).

### Uc.158− acts as a competing endogenous RNA

Recent evidence suggests that T-UCRs may act as endogenous competing RNAs (ceRNA).^38^ Thus, we searched for potential binding sites for miRNAs in the uc.158− conserved sequence. We shortlisted those miRNAs which are conserved across mouse and human and show a binding site with a predicted ddG score <−10 (see online supplementary figure S10 and table S7). 

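Global miRNA expression was measured with the NanoString assay, in which each miRNA is captured by its own colour-coded probe and the captured molecules are counted one by one, without amplification. RNA came from the livers of 3 *Apcfl/fl* mice, in which a hypomorphic *Apc* allele leads to hepatocarcinoma with active Wnt/β-catenin signalling, and from the normal livers of 3 *Apc+/+* mice. The mouse panel held 599 probes, of which 566 were for mouse miRNAs and 33 for miRNAs of mouse viruses, and 9 probes named more than 1 miRNA. The total count on mouse miRNAs was 82942, 93026 and 133331 in the *Apc+/+* livers (median 93026) and 96399, 102950 and 132547 in the *Apcfl/fl* livers (median 102950). The authors deposited estimated counts that were not scaled between samples. All values above 1 of a given probe shared a single decimal part, in 584 of the 584 probes with at least 2 such values, so a constant of each probe's own had already been subtracted, and 446 of the 3594 values (12.4%) stood at the lowest value of 1. The paper's text does not name a normalization or a test for this profile in particular. Its statistics section gives GraphPad Prism, with a Student's t or a Wilcoxon-Mann-Whitney test for comparisons between a pair of groups, and refers to supplementary methods that were not used here. The counts were rounded, normalized with edgeR's TMM method and compared between the 2 genotypes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The test covered the 174 mouse miRNAs with a mean count of at least 20 over the 6 livers, which held 97.3% of the mouse miRNA counts. Background was judged from the viral probes, whose mean plus 2 SD gave a limit of 20, 23.3 and 14.3 counts in the *Apc+/+* livers and of 27.8, 13.1 and 19.2 counts in the *Apcfl/fl* livers. The choice of scaling could change the numbers. A single probe, miR-720, took 33% of the counts in *Apc+/+* liver 3 and between 15.7% and 25.7% in the other livers.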

We profiled by NanoString analysis the global expression of miRNAs in the mouse *Apcfl/fl* HCC model. In the hypothesis that uc.158− acts as ceRNA, we searched for miRNAs that were downregulated in *Apcfl/fl* versus *Apc+/+* liver tissues (see online supplementary table S7). Among these nine miRNAs, miR-615, miR-193b and miR-346 were upregulated after inhibition of uc.158− in HepG2 cells, with miR-193b showing the most significant increase and having higher values of expression (figure 7A). Indeed, miR-193b was shown to be downregulated in human HCC.^39^ ^40^ We observed downregulation of miR-193b also in human CCA tissues in comparison with matched adjacent non-neoplastic tissues (see online supplementary figure S11). miR-193b was found to be overexpressed in Huh-7 versus HepG2 cells (in line with uc.158− expression) (figure 7B). 

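Of the 174 miRNAs tested, 86 had a lower and 88 a higher fitted level in *Apcfl/fl* than in *Apc+/+* liver. None reached an adjusted p-value under 0.05 in either direction (0 lower, 0 higher), and the smallest adjusted p-value in edgeR's quasi-likelihood test was 0.0559, shared by 11 miRNAs. With DESeq2 in its place, 9 miRNAs were lower and 20 higher at that threshold, while limma called 0 in each direction. On simulated 2-fold changes, 17.8% of the calls of DESeq2 were false against 8% for edgeR, and limma called 0.811% of the changed miRNAs. DESeq2 called 10% and edgeR 6.22% of them, so these false shares rest on few calls and do not rank the methods. At an unadjusted p-value under 0.05, 19 miRNAs were lower and 24 higher. With the criterion that the paper's methods give for its T-UCR array, a fold change of at least 2 with an unadjusted p-value up to 0.05, 9 miRNAs were lower and 21 higher in *Apcfl/fl* liver. Of the higher ones, 11 lay at or under the viral probe limit in all 3 *Apc+/+* livers, as did 1 of the lower ones in all 3 *Apcfl/fl* livers, so that their fitted fold changes depend on the prior count. The higher ones included 9 miRNAs of the imprinted Dlk1-Dio3 cluster. Every raised member of this cluster that was tested had its highest normalized count in *Apcfl/fl* liver 2. Without that liver the number of higher miRNAs went from 21 to 16. Without *Apc+/+* liver 2 the number of lower miRNAs went from 9 to 4. When the total count replaced TMM scaling, this criterion gave 2 lower and 33 higher miRNAs, and the median log2 fold change of all tested miRNAs moved from 0.01 to 0.45. The normalized counts of the 3 *Apcfl/fl* livers lay all above or all below those of the 3 *Apc+/+* livers for 59 of the 174 miRNAs (33.9%). By chance 10% is the average over all groupings of the mice. As miRNAs vary together, the share in a single grouping can lie far from 10%. Other groupings were not counted for this share, so it is no test.
Among the miRNAs with the smallest p-values on the lower side was miR-122 (MIMAT0000246), the main miRNA of hepatocytes, with a normalized count of 29870 ± 7840 (SD, n = 3) in *Apc+/+* and 9157 ± 2790 (SD, n = 3) in *Apcfl/fl* liver. Its log2 fold change was -1.71 (standard error 0.34, adjusted p = 0.056 in edgeR's test). MiR-148a fell by 1.31 (standard error 0.21) and miR-145 fell by 1.72 (standard error 0.33) on the log2 scale. On the higher side, miR-21 (MIMAT0000530) rose from 3375 ± 813 to 8367 ± 848 normalized counts (SD, n = 3 in each genotype), a log2 fold change of 1.31 (standard error 0.24). MiR-25 rose by 1.01 (standard error 0.22) on the log2 scale. MiR-675-3p stayed under the viral probe limit in the 3 *Apc+/+* livers and was at least 1.6-fold higher in *Apcfl/fl* liver. For each of these 6 miRNAs the adjusted p-value was 0.056, and the livers of the 2 genotypes did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Over 15 alternatives in the processing, miR-122 and miR-21 each kept their direction and had an adjusted p-value under 0.05 in 9. The other miRNAs named here kept their direction too. Their adjusted p-value was under 0.05 in 8 alternatives each for miR-148a and miR-145 and in 5 for miR-25. For miR-675-3p it was so in 6 of the 13 that gave a value.

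**Figure D1:**
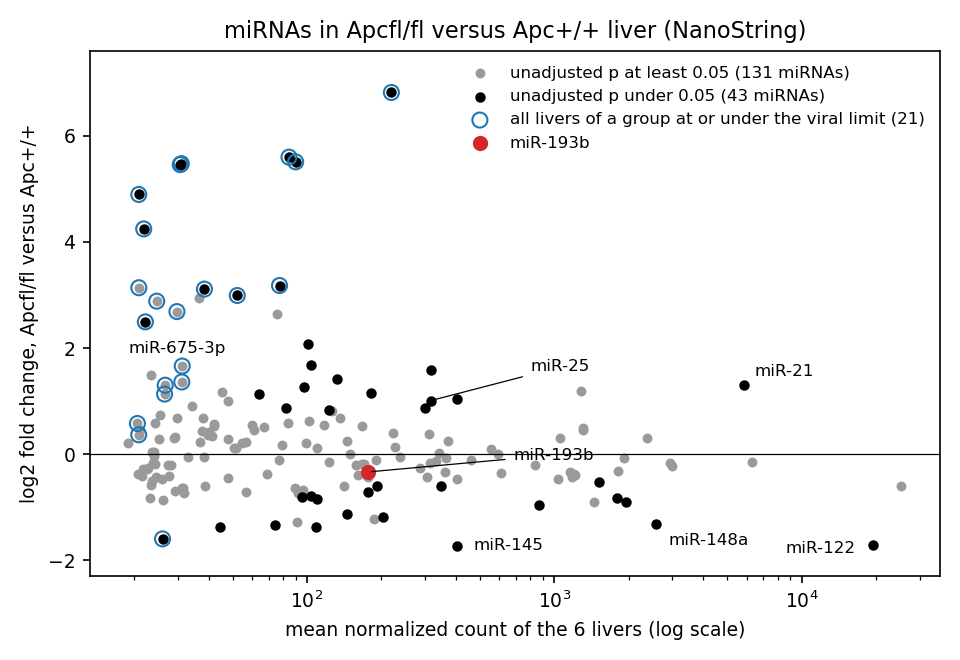
Fitted log2 fold change in *Apcfl/fl* versus *Apc+/+* liver (vertical axis) against the mean normalized count of the 6 livers (horizontal axis, log scale) for the 174 miRNAs tested. Each point is a miRNA, black where the unadjusted p-value was under 0.05, and blue circles mark the 21 miRNAs with all livers of 1 genotype at or under the viral probe limit, whose fitted values depend on the prior count. The point of miR-193b, in red, lies at a log2 fold change of -0.33.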

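MiR-193b (MIMAT0004859) had deposited counts of 133.33, 139.33 and 203.33 in the 3 *Apc+/+* livers and of 195.33, 150.33 and 201.33 in the 3 *Apcfl/fl* livers, above the viral probe limit in every liver. After normalization its count was 195.9 ± 46.3 (SD, n = 3) in *Apc+/+* and 155.4 ± 21.9 (SD, n = 3) in *Apcfl/fl* liver. The log2 fold change was -0.33 (standard error 0.27, 95% confidence interval -0.96 to 0.29, adjusted p = 0.46 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This difference was within the spread between mice (two-sided exact permutation test, p = 0.3). The log2 fold change was 0.11 with the total count as library size, a scaling that raised the median of all tested miRNAs to 0.45, and relative to that median it was -0.34, against -0.35 with TMM scaling. It was 0.06 with no filter on low counts and -0.02 without *Apc+/+* liver 3. MiR-365 (MIMAT0000711), whose gene Mir365-1 is the next miRNA gene after Mir193b in the RefSeq gene order of assembly GRCm38.p6, had a log2 fold change of -0.07 (standard error 0.26, adjusted p = 0.87), positive with the total count (0.3) and with no filter (0.36).
The counts of miR-346 (MIMAT0000597) were 13.33, 11.33 and 1 in *Apc+/+* and 4.33, 7.33 and 1 in *Apcfl/fl* liver, all under the viral probe limit, and no fold change is given. Its normalized counts were 10.38 ± 8.06 (SD, n = 3) and 3.89 ± 3.39 (SD, n = 3), a difference within the spread between mice (two-sided exact permutation test, p = 0.4). MiR-615-3p (MIMAT0003783) had 4.67, 3.67 and 4.67 counts in *Apc+/+* and 8.67, 2.67 and 5.67 counts in *Apcfl/fl* liver (two-sided exact permutation test on normalized counts, p = 0.6). The other arm, miR-615-5p (MIMAT0004837), stood at the lowest value of 1 in every liver except *Apcfl/fl* liver 1, where it had 3.33 counts. For miR-346 and both arms of miR-615 a difference between the genotypes was not detectable at this depth. The paper reasons from the hypothesis that uc.158− is a ceRNA that its miRNAs are to be sought among those lower in *Apcfl/fl* liver, and it lists miR-615, miR-193b and miR-346 among them.

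**Figure D2:**
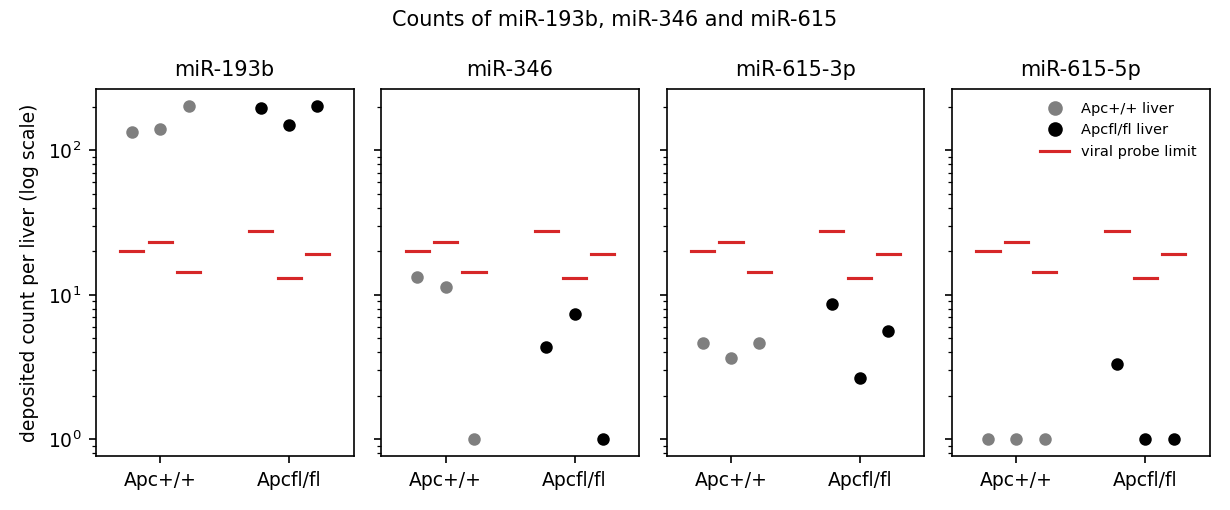
Deposited counts (vertical axis, log scale, before normalization) of miR-193b, miR-346, miR-615-3p and miR-615-5p in each of the 3 *Apc+/+* livers (grey points) and 3 *Apcfl/fl* livers (black points). Red lines mark each liver's viral probe limit, which lies between 13.1 and 27.8 counts. The counts of miR-193b lie above the limit in all 6 livers, and those of miR-346 and both arms of miR-615 lie under it.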

Enforced expression of uc.158− in Huh-7 cells induced downregulation of miR-193b (figure 7C). Co-transfection of GAP1 and anti-miR-193b could rescue the biological effect of uc.158− inhibition on cell viability (figure 7D). We then looked at the level of miR-193b in the sera of patients with HCC (n:10) who were naive for any treatment. Patients with low circulating miR-193b had mainly alpha-fetoprotein (AFP) negative tumours, in line with previous reports of observed lower levels of AFP in *CTNNB1-*mutated HCC^41^ (figure 7E).

**Figure 7:**
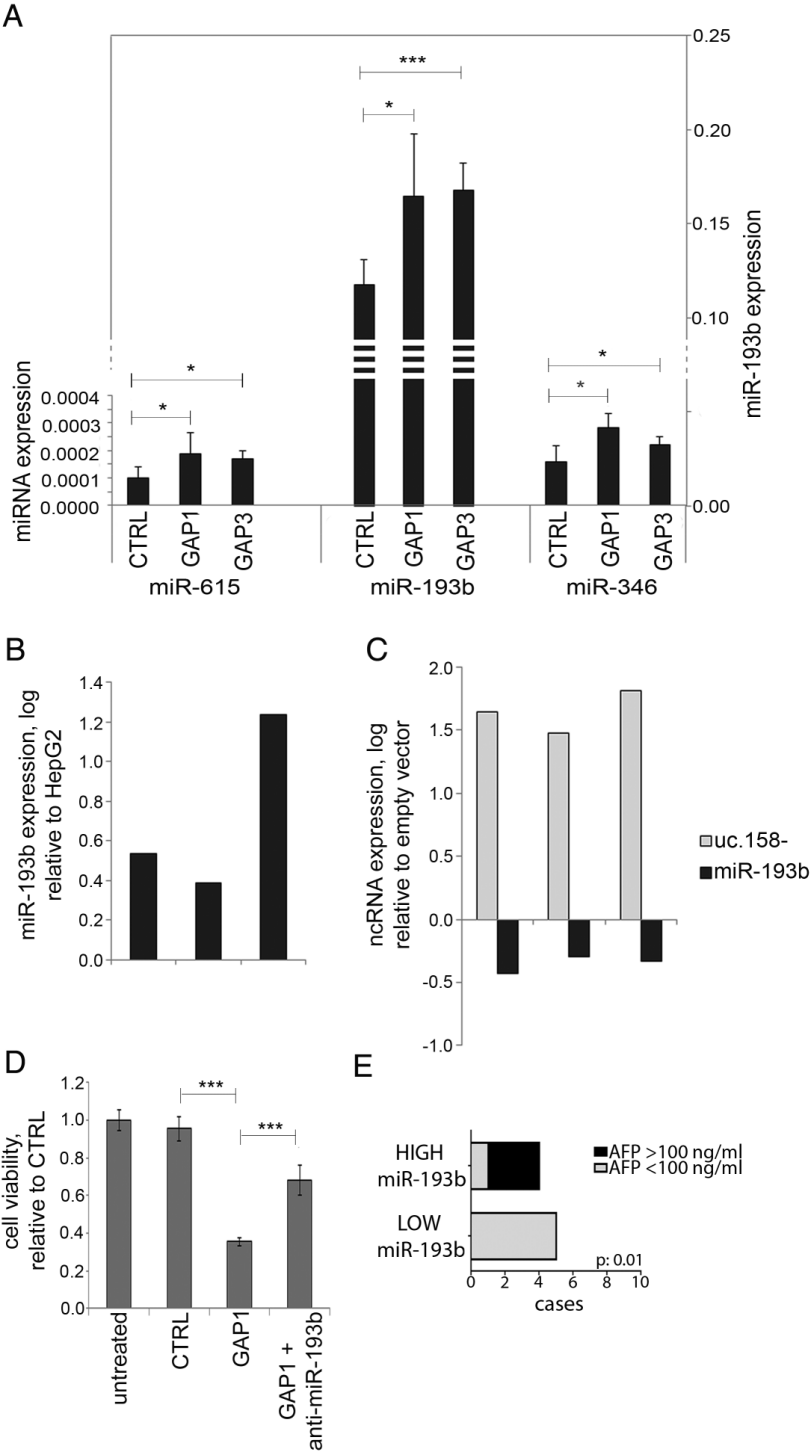
miR-193b expression is dependent on uc.158− expression. HepG2 cells were transfected in 100 mm dishes for 48 hours, and RNA extracted to assess microRNA expression by TaqMan assays. Bars represent mean±SD of three experiments. (B) miR-193b expression was assessed in Huh-7 and HepG2 cells. Bars represent logarithmic expression of miR-193b in Huh-7 versus HepG2. In three independent experiments, miR-193b expression was higher in Huh-7 in comparison with HepG2. (C) Huh-7 cells were transfected with a vector overexpressing uc.158− or an empty vector for 48 hours. Expression of uc.158− and miR-193b was assessed by real-time PCR. Bars represent the logarithmic expression of ncRNAs in cells transfected with uc-158− vector compared with empty vector. The downregulation of mR-193 is quantitatively comparable with the upregulation achieved in panel A. (D) HepG2 cells were transfected with GAPMER control or GAP1 alone or in association with anti-miR-193b, and cell viability assessed by CellTiter-Blue at 48 hours. Bars represent mean±SD of six replicates. (E) Sera were collected from patients with hepatocarcinoma (HCC) naïve for any treatment (n:10), and microRNA extracted using fixed starting volume. miR-193b was assessed by TaqMan assay. χ^2^ test was used to assess the correlation between miR-193b and alpha-fetoprotein (AFP) groups.

## Discussion

It is becoming clear that a large number of lncRNAs have a determining role in regulating normal cell physiology as well as a variety of diseases including cancer.^42^ T-UCRs are long ncRNAs that harbour ultraconserved elements and are altered in human carcinomas. Despite some evidence suggests that DNA methylation and miRNA-mediated regulation may be responsible for their modulation,^19^ ^20^ the mechanisms of T-UCR deregulation have been poorly explored. In these studies, we showed that T-UCRs may act downstream of key signalling routes, such as the Wnt pathway, and drive cancer cell growth. Wnt/β-catenin signalling is a key driver in about half of liver cancers, and growing evidence is suggesting that ncRNAs are mediators of this pathway.^17^ ^43^ We provide the first evidence that T-UCRs can be dependent on Wnt activation in a species-conserved fashion. In addition, our studies showed that uc.158− is activated only in cancer cells, suggesting it may be specific for Wnt activation that should be targeted for an antitumoural effect. Indeed, Wnt inhibitor exploitation has been limited by toxicity, and activation of the Wnt pathway in cirrhotic liver may preclude the use of these drugs in patients with liver cancer. Conversely, the identification of a cancer-specific mediator of the pathway may improve the potential of designing novel and more selective drugs. Interestingly, we have shown that molecular traits, such as overexpression of uc.158−, may be present across tumour types independently on site of origin. These findings inform us that T-UCRs may either be used as tissue-specific biomarkers, as in the case of TUC338,^25^ or may be commonly deregulated across tumour types, such as uc.158−. Inclusion criteria with regard to tumour origin (ICC vs ECC) are still a debateable question in the design of clinical trials in CCA. However, based on these studies, we may suggest that clinical trials should be designed on the bases of molecular and genomic features instead of tumour site, and may even include ICC and HCC for selective drugs that target commonly deregulated pathways. As per the reason why uc.158− is aberrantly deregulated in malignant hepatocytes and cholangiocytes, we may speculate that uc.158− overexpressing hepatic cancer stem cells may give rise to specific subtypes of HCC and CCA in the presence of Wnt pathway. However, we cannot exclude that the plasticity of mature hepatocytes to differentiate in cholangiocytes may justify some common traits acquired during liver carcinogenesis.^44^ ^45^ Another potential explanation relies on the evidence that stroma is an important Wnt activator even in tumours, such as CCA, that lack *CTNNB1* mutations.^27^ ^35^ Thus, further studies are warranted to explore the involvement of the stroma-induced activation of uc.158− driven carcinogenesis.

The mechanism of function of T-UCRs is still not clearly elucidated. Previous evidence suggests that they may act as decoy molecules for miRNAs.^38^ We provided data in support of this hypothesis. We have previously shown that miR-193b mediates apoptosis through targeting of mcl-1,^12^ and the overexpression of uc.158− in HCC nicely fits with these data as well as with the previous work that found downregulation of miR-193b in a subgroup of HCCs.^39^ ^40^ It is increasingly recognised that cancer cells rely on a complex network of transcripts generated from coding and non-coding genes, and that interplay of different RNA classes drives cancer progression more than a single aberration.^46^ However, identification of a single molecule representing the activation of a network may prove more useful for the identification of therapeutic targets and for the implementation of screening technologies to be adopted for targeted therapy.

How the deposited data were processed for this re-analysis (not part of the article)

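The data analysed were NanoString miRNA counts from the livers of 3 *Apcfl/fl* and 3 *Apc+/+* mice on a C57Bl/6 background. Genotype and replicate number were taken from the sample labels and from the paper's description of the model. The lncRNA arrays, the rat model, the human tissues and the cell line experiments of the paper were not analysed here.

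The authors deposited estimated counts per probe that had not been scaled between samples. The values show 2 steps made before deposition: a constant of each probe's own had been subtracted, with the decimal part shared by all values of a probe above the floor, and values had been raised to a floor of 1. The paper's text names neither step, and its supplementary methods were not used here. The tests had been planned for whole counts with negative control probes in the same table. The values were not whole and negative, positive and housekeeping control probes were not used here, so the values were rounded to whole numbers before the tests, and the limit for background was taken from the 33 viral miRNA probes, as the mean plus 2 SD in each liver. That limit was chosen after the table had been seen. Its mean over the 6 livers was 19.6 counts, beside the count minimum of 20 that had been set before for a table without negative controls. Every value column belonged to 1 liver (0 columns without a sample).

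The depth was 82942 to 133331 mouse miRNA counts per liver. TMM factors, computed over the tested miRNAs, were 1.04, 0.959 and 0.655 in the *Apc+/+* livers and 1.25, 0.988 and 1.24 in the *Apcfl/fl* livers. Viral probes stayed out of library sizes and tests. Pairs of livers of 1 genotype differed by 17.2 to 89.1 times the sampling noise (chi-square per degree of freedom), so no library was counted as a duplicate.

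Mouse miRNAs with a mean count of at least 20 over the 6 livers were compared with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjustment over the 174 tested miRNAs, prior count 2 for log values) in R 4.3.3. All 6 livers entered the fit, without a replicate block. The prior count of 2 entered the log values only, and the fitted fold changes used edgeR's default. Single miRNAs were also compared with a two-sided exact permutation test of their normalized log2 values. A miRNA under the count minimum is reported by its counts, without a fold change. Where all livers of a genotype lay at or under the viral probe limit, the fold change is given as a lower bound against that limit. The bound sets the mean normalized count of the other genotype against the mean normalized limit.

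The miRNAs named in the text were chosen by a rule set before the data were examined: the miRNAs the paper names in this experiment (all arms of miR-193b, miR-615 and miR-346), miR-365 as the neighbour of miR-193b, miR-122 as the main hepatocyte miRNA, and in each direction up to 5 with an adjusted p-value under 0.05, or the 3 with the smallest p-value where there were none. Any other miRNA was named after its values were seen.

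Lists of miRNAs were tested with camera of limma 3.58.1 (preset correlation 0.01), with fry and with camera at an estimated correlation. The lists, fixed before the data were examined and written from general knowledge, were the miRNAs of the imprinted Dlk1-Dio3 cluster and markers of hepatocytes, blood cells, mesenchymal cells and endothelial cells. In the RefSeq gene table of assembly GRCm38.p6, 49 of the 49 miRNA names of the Dlk1-Dio3 list lie between Dlk1 and Dio3. No genome build is named for the counts, so no coordinates are given.

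The procedure was tested on simulated data: 10 simulated runs of 174 miRNAs with the means and library sizes of these livers, of which 40 were changed in each run. With a 2-fold change, 6.22% of the changed miRNAs reached an adjusted p-value under 0.05, and 8% of the calls were false. With a 4-fold change, 67.7% were called and 1.69% of the calls were false. On the same simulated data DESeq2 called 10% of the miRNAs changed 2-fold, with 17.8% of its calls false, and 79.1% of those changed 4-fold, with 5.88% false. Limma called 0.811% and 54.1%, with 40% and 4.12% of its calls false. At 2-fold each method called few of the changed miRNAs, so the false shares there rest on few calls. With these settings, changes of 2-fold at 3 mice against 3 were mostly below what the adjusted test called. The simulation gave each miRNA the trended dispersion (the fitted spread between mice at its mean count, median 0.281), not its own spread. It therefore does not settle what the test can call for a miRNA with a smaller spread.

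The alternatives were DESeq2 1.42.0, a size factor from the 100 most abundant miRNAs, the total count as library size, no filter on low counts, a count minimum of 60, limma on log values, the replicate number as a block, and each liver left out in turn. After the table had been seen, the subtraction of the mean viral probe count and the total count without miR-720 were added.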

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

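The tests of explanations in this part were chosen after the results had been seen. The lists of miRNAs were fixed before.

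The miRNAs of the imprinted Dlk1-Dio3 cluster, which the paper does not discuss, lay above the level of the *Apc+/+* livers in *Apcfl/fl* liver. Of 60 probes for these miRNAs, 22 were tested, 18 of them higher and 4 lower, with a median log2 fold change of 2.92 (adjusted p = 0.0032 over the 5 lists, camera with a preset correlation). The members vary together (estimated correlation 0.49), and the list was not past the threshold with that estimated correlation (p = 0.32) or under fry (p = 0.23). For 16 of the 22 members all *Apc+/+* livers were at or under the viral probe limit, and with these members at their lower bound the median was 1.06.

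Most of this signal came from *Apcfl/fl* mouse 2. The number of the 60 probes above the limit was 5, 3 and 6 in the *Apc+/+* livers and 11, 35 and 8 in the *Apcfl/fl* livers, and the share of all mouse miRNA counts was 0.858%, 0.98% and 0.676% against 1.47%, 4.85% and 0.861%. All 18 raised members had their highest normalized count in *Apcfl/fl* mouse 2. The median of the tested members against the *Apc+/+* livers was 0.88, 4.19 and -0.14 in the 3 *Apcfl/fl* mice. The list was examined in 3 ways without mouse 2, and before adjustment they fell on both sides of 0.05. Over all 60 probes of the list, the median of the mean log2 differences went from 0.1 with mouse 2 to -0.24 without it, with 22 of the 60 above 0, while the median of all mouse probes was -0.35 both with and without it. Without mouse 2, camera gave the 60 probes an adjusted p-value of 0.16 over the 5 lists (0.065 before adjustment). With the count minimum applied again, 5 members were tested, with a median log2 fold change of 0.16 (adjusted p = 0.77). Over the 22 members tested with all mice, which had passed the count minimum partly through mouse 2, the median went from 1.81 to 0.43. These are again medians of mean log2 differences, with 2 added to each normalized count, and not the fitted values behind the median of 2.92. For these members camera gave an adjusted p-value of 0.053 (0.032 before adjustment). The value over all 60 probes was taken to decide, because their choice owed nothing to mouse 2. A high level in 1 mouse is therefore a candidate explanation for the size of the list's change, and a smaller rise in the other *Apcfl/fl* mice stays open.

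Other technical explanations were examined. The scaling between libraries is argued against as the whole cause. Over 5 scalings the list median stayed between 2.71 and 3.24 and the list stayed past the threshold of camera (adjusted p = 5e-04 to 0.032), while the median of all tested miRNAs moved from -0.1 to 0.45. Under none of these scalings was the list past the threshold of fry (0.091 to 0.25), as with TMM. The size of the median depended on the count minimum. With no filter it was 0.52 over all 60 probes, 38 of them higher, where the median of all mouse probes was -0.08 (camera adjusted p = 0.0046). There the list was not past the threshold of fry (p = 0.35) or with an estimated correlation (p = 0.32). With the count minimum of 60 the median was 3.26 over 7 members (camera adjusted p = 0.15). How much of the size comes from low counts therefore stays open. Low counts and the count minimum are argued against as the whole cause by the value with no filter, under camera's preset correlation only. They are also argued against by 10000 random lists matched on mean count. None of these had a median as high (share 1e-04, the smallest they can give), and the highest random median was 0.66. The random lists came from miRNAs that had passed the same minimum, which members of the list had passed partly through mouse 2, and members of 1 cluster are not independent draws. RNA from brain or muscle is argued against by miR-9, miR-124, miR-1, miR-133a and miR-206, of which 0 were above the viral probe limit in mouse 2. That the mice fell into these groups by chance stays open: 1 of the 10 splits of the 6 mice, the real one, gave a list median as far from 0, but the other splits gave 1.889 to 2.867, and 10 splits cannot give a share under 0.1. A mislabelled liver and a difference in tumour content between the *Apcfl/fl* livers were not tested.

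Single miRNAs outside those the paper discusses were above the viral probe limit in all 3 *Apcfl/fl* livers and in no *Apc+/+* liver. MiR-376b had 7, 1 and 1 counts in *Apc+/+* and 211, 1026 and 43 in *Apcfl/fl* liver, at least 18-fold higher (a log2 bound of 4.19). Without *Apcfl/fl* mouse 2 this bound was 4.6-fold. MiR-127 had 1, 2.33 and 5.33 against 59.33, 406.33 and 22.33, at least 7-fold higher (log2 bound 2.8), and without *Apcfl/fl* mouse 2 at least 1.4-fold. Both belong to the Dlk1-Dio3 cluster. MiR-675-3p had 4.67, 3.67 and 6.67 against 66.67, 25.67 and 38.67 (log2 bound 0.67), and miR-331-3p had 10.33, 17.33 and 13.33 against 40.33, 20.33 and 26.33 (log2 bound 0.06). These are 4 miRNAs, and the other 18 ways to set 3 mice apart from 3 gave up to 5 (median 0), so their number alone is not beyond what other groupings of these mice give. The limits differ between livers. After normalization miR-331-3p stood at 36, 21.2 and 17.1 in the *Apcfl/fl* livers, against a mean limit of 23.8 in the *Apc+/+* livers. The genotypes overlapped for it, with a log2 fold change of 0.58 (adjusted p = 0.49, edgeR's quasi-likelihood test). Its pattern is therefore no evidence of a change in level. MiR-127 in *Apcfl/fl* mouse 3 was at 14.4, also under that mean limit. The miRNAs of this paragraph, apart from miR-675-3p, were named after their values were seen. No biological explanation of them was tested beyond the genotype.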

How the results depend on the processing

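Under the 15 alternatives, miR-193b never reached an adjusted p-value under 0.05 (0.34 to 0.97; unadjusted 0.15 to 0.95), with log2 fold changes from -0.44 to 0.11. Its sign turned positive with the total count (0.11), no filter (0.06) and the total count without miR-720 (0.07). Part of this is a shift of all miRNAs: relative to the median of all tested miRNAs, which moved to 0.45 with the total count, miR-193b was at -0.35 with TMM and -0.34 with the total count, and between -0.5 and 0.14 over the alternatives. Without 1 liver it ranged from -0.43 to -0.02, the latter without *Apc+/+* replicate 3.

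The number of miRNAs with an adjusted p-value under 0.05 (0 lower and 0 higher, with 19 and 24 at an unadjusted p-value under 0.05) depended on the processing. It was 9 lower and 20 higher with DESeq2, 6 and 1 with the top 100 size factor, 1 and 16 with the total count, 6 and 12 with the count minimum of 60 (101 miRNAs tested), 7 and 4 with viral probe subtraction, and 3 and 18 with the total count without miR-720. It stayed at 0 and 0 with limma and with no filter. Across the 6 fits that each left out 1 liver it ranged from 0 to 8 lower and from 0 to 11 higher, both highest without *Apcfl/fl* replicate 3. The smallest adjusted p-value, 0.0559, lay just above the threshold, and the cause of the other changes was not tested.

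At least 2-fold changes with an unadjusted p-value up to 0.05 (9 lower, 21 higher) numbered 2 and 33 with the total count, 27 and 45 with no filter (566 miRNAs tested), and 2 and 33 with the total count without miR-720. With 1 liver left out, 4 to 13 were lower, the fewest without *Apc+/+* replicate 2, and 16 to 24 higher. In 1 of the 10 splits of the 6 mice, the real one, as many miRNAs passed this criterion (30, against at most 14 in the others). All 10 splits gave 0 miRNAs with an adjusted p-value under 0.05. As the real split itself gave 0, every split had to give at least as many, so this count cannot test the grouping. The splits cannot give a share under 0.1.

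The replicate numbers did not pair the mice (correlations -0.06, -0.06 and 0.12 between same-numbered livers). With the replicate number as a block, 3 miRNAs were lower and 4 higher at an adjusted p-value under 0.05, and miR-193b had a log2 fold change of -0.32.

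The Dlk1-Dio3 list was not past the threshold with the count minimum of 60 (median 3.26, adjusted p = 0.15). With no filter its median was 0.52 over all 60 probes (adjusted p = 0.0046). With 1 liver left out its median ranged from 0.16, without *Apcfl/fl* replicate 2, to 3.3. The hepatocyte list was not past the threshold with no filter (-0.27), nor was the mesenchymal list (-0.26), which ranged from -1.28 to -0.69 with 1 liver left out and missed the threshold without *Apcfl/fl* replicate 1 or 2. The blood cell list ranged from -0.02, without *Apcfl/fl* replicate 2, to 0.81, and the endothelial list was at 0.06 with the total count, 0.08 with no filter and 0.03 with the total count without miR-720. The causes were not tested.

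MiR-365 was positive with the total count (0.3), no filter (0.36), the count minimum of 60 (0.04) and the total count without miR-720 (0.29), and ranged from -0.25 to 0.14 with 1 liver left out. The difference in mean normalized count of miR-615-3p, -0.716, was 0.961, 0.65, 0.0309 and 0.861 under these same settings and -2.16 to 0.515 with 1 liver left out, and that of miR-615-5p, 0.232, was -0.37 to 0.553. These counts lie under the viral probe limit, so their sign has no meaning. In 45 other values, all of miR-122, miR-148a, miR-145, miR-21, miR-25 and miR-675-3p, the adjusted p-value went under 0.05 in the same direction.

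Scaling by positive control or housekeeping probes and subtraction of negative control probes had been planned but were not run, because such probes were not used here. MiR-675-3p gave no value with the count minimum of 60 or without *Apcfl/fl* replicate 1, where it fell under the count minimum.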

Differences from the paper's values

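The paper counts miR-193b, miR-615 and miR-346 among the miRNAs downregulated in *Apcfl/fl* liver. Here miR-193b had a log2 fold change of -0.33 with an adjusted p-value of 0.46 (edgeR's quasi-likelihood test), and none of the alternatives set before the data were examined, nor those added later, gave it an unadjusted p-value under 0.15. MiR-346 had a lower mean in *Apcfl/fl* liver (3.89 against 10.38 normalized counts), under the viral probe limit in every liver, and with no filter on low counts its adjusted p-value was 0.69. MiR-615-3p (5.071 against 5.787 normalized counts) and miR-615-5p (1.471 against 1.239) were under the limit in every liver, with adjusted p-values of 0.94 and 0.85 with no filter.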

Other observations

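The tests in this part were chosen after the results had been seen, apart from the lists of markers, which were fixed before. The hepatocyte list (miR-122, miR-192, miR-194, miR-148a, miR-101a and miR-101b) was lower in *Apcfl/fl* liver, with a median log2 fold change of -0.7 in 6 miRNAs, all lower (camera adjusted p = 0.001 over the 5 lists; fry p = 0.0013; p = 0.046 with an estimated correlation). With an estimated correlation it was not past the threshold under 7 of 15 alternatives (p up to 0.37), among them the fit without *Apcfl/fl* replicate 3 (median -0.79, p = 0.096), and under fry it was not past it with the total count or with no filter (p = 0.099 and 0.11). The mesenchymal list was lower too (4 miRNAs, median -0.92, adjusted p = 0.013), but not under fry (p = 0.059) or with an estimated correlation (p = 0.23), and it missed the camera threshold without *Apcfl/fl* replicate 1 (median -0.69, adjusted p = 0.051) or *Apcfl/fl* replicate 2 (median -0.83, adjusted p = 0.055). With no filter on low counts neither list was past the threshold (-0.27 for hepatocytes, adjusted p = 0.11, and -0.26 for the mesenchymal list, adjusted p = 0.28). The blood cell list (median 0.45, adjusted p = 0.3) and the endothelial list (median -0.34, adjusted p = 0.28) were not past the threshold, and the blood cell list was at -0.02 without *Apcfl/fl* replicate 2.

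Over 5 scalings between libraries the hepatocyte median was between -0.83 and -0.33. The list stayed past the threshold of camera (adjusted p = 5e-04 to 0.0016), but the value nearest 0, with the total count, was smaller than the 0.56 by which these scalings moved the median of all tested miRNAs, and there the list was not past the threshold of fry. Scaling therefore stays open as an explanation of the size of the fall. A scaling factor moves all miRNAs of a library alike, so it can hardly change the list's place below the other miRNAs. The values relative to the median describe that place and are no test of scaling. Relative to the median of all tested miRNAs the list was at -0.71 with TMM and -0.78 with the total count. It was at -0.73 with DESeq2 and the top 100 size factor, and at -0.74 with the total count without miR-720. All 6 members were lower in each. With no filter on low counts the list was at -0.19. A lower share of hepatocytes, with the mix of the other cells unchanged, would raise the markers of the other cell types alike. The mean of the mesenchymal list instead changed by -0.99 (standard error 0.37) and that of the endothelial list by -0.35 (standard error 0.12), and the blood cell list moved 1.39 (standard error 0.29) away from the mesenchymal list (two-sided exact permutation test, p = 0.1, the smallest possible). By itself the blood cell list changed by 0.41 (standard error 0.44), and the hepatocyte list moved 0.1 (standard error 0.31) relative to the mesenchymal list. A lower share of hepatocytes with an unchanged mix of the other cells is thus argued against as the whole cause. A lower share together with a change in that mix stays open. Several of these markers are expressed in more than 1 cell type. That the mice fell into these groups by chance stays open: 1 of the 10 splits, the real one, gave a hepatocyte median as far from 0 (0.697 against at most 0.359), which is the lowest share the 10 splits can give. Lower expression of these miRNAs in the hepatocytes of *Apcfl/fl* liver stays open as a hypothesis and was not tested.

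MiR-720 took 44019.67 counts in *Apc+/+* liver 3, against 14649.67 to 26454.67 in the other livers, and that liver had the lowest TMM factor, 0.655. MiR-154, named here after its values were seen, is a member of the Dlk1-Dio3 list that went the other way: its log2 fold change was -1.19 (adjusted p = 0.056, edgeR's quasi-likelihood test), with 173.67, 288.67 and 222.67 counts in *Apc+/+* and 122.67, 119.67 and 203.67 in *Apcfl/fl* liver. MiR-31, also named after its values were seen, was above the viral probe limit in all 3 *Apc+/+* livers (27, 43 and 25 counts) and in no *Apcfl/fl* liver (23, 9 and 13).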
